# Large scale analysis of positional effects of single-base mismatches on microarray gene expression data

**DOI:** 10.1186/1756-0381-3-2

**Published:** 2010-04-29

**Authors:** Fenghai Duan, Mark A Pauley, Eliot R Spindel, Li Zhang, Robert B Norgren

## Abstract

**Background:**

Affymetrix GeneChips utilize 25-mer oligonucleotides probes linked to a silica surface to detect targets in solution. Mismatches due to single nucleotide polymorphisms (SNPs) can affect the hybridization between probes and targets. Previous research has indicated that binding between probes and targets strongly depends on the positions of these mismatches. However, there has been substantial variability in the effect of mismatch type across studies.

**Methods:**

By taking advantage of naturally occurring mismatches between rhesus macaque transcripts and human probes from the Affymetrix U133 Plus 2 GeneChip, we collected the largest 25-mer probes dataset with single-base mismatches at each of the 25 positions on the probe ever used in this type of analysis.

**Results:**

A mismatch at the center of a probe led to a greater loss in signal intensity than a mismatch at the ends of the probe, regardless of the mismatch type. There was a slight asymmetry between the ends of a probe: effects of mismatches at the 3' end of a probe were greater than those at the 5' end. A cross study comparison of the effect of mismatch types revealed that results were not in good agreement among different reports. However, if the mismatch types were consolidated to purine or pyrimidine mismatches, cross study conclusions could be generated.

**Conclusion:**

The comprehensive assessment of the effects of single-base mismatches on microarrays provided in this report can be useful for improving future versions of microarray platform design and the corresponding data analysis algorithms.

## Introduction

High-density microarrays have revolutionized biomedical research by providing comprehensive profiling of DNA and RNA molecules extracted from normal and diseased cells and tissues [1]. The Affymetrix GeneChip is one of the most frequently used microarray platforms for gene expression and genotyping assays [1,2]. For gene expression assays, each transcript is assessed by a set of 25-mer oligonucleotides probe pairs, a Perfect Match (PM) probe and a Mismatch (MM) probe; the difference between the PM probe signals and MM probe signals are used to estimate gene expression levels. In genotyping assays, PM/MM probe pairs are used to determine SNP calls. The MM probe is identical to the PM with the exception that there is a mismatch nucleotide at position 13, i.e., the center position of the probe http://www.affymetrix.com. Upon binding to the targeted molecule, the mismatch is expected to cause a disruption around position 13 and destabilize the binding. Consequently, a MM probe should yield less signals than the corresponding PM probe. MM probes were designed to measure nonspecific binding and background noise. However, the observed MM probe signals are sometimes substantially higher than the corresponding PM probe signals, which is unexpected from microarray design [3,4]. Clearly, it is important to assess the effects of mismatches on probe signal intensity and the subsequent consequences in the interpretation of the microarray data. There have been several previous studies focused on the issue [5-11], which revealed that the hybridizations on microarrays are much more complicated than hybridization in solution. It was found that the mismatch effects may depend on the mismatch types, the positions on the probe, florescent labels and off-target hybridizations. The exact mechanisms remain unclear. Clearly, more data is necessary to understand the effects of mismatches on miocrarrays.

In this study, we hybridized rhesus macaque mRNA samples with arrays designed for the human genome (Human Genome U133 Plus 2 [Affymetrix, Inc., California]) and with arrays designed for the rhesus genome (Rhesus GeneChip [Affymetrix]). By comparing species differences in target sequences, we were able to examine the effects of a large number of mismatches (15,800) between target and probe on signal intensity. Moreover, the mismatch positions in our dataset are not limited to the center of the probes, which allowed us to perform the most in-depth analysis done to date of the effect of mismatches at each of the 25 probe positions.

## Materials and methods

### Microarray Data

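Gene expression in 5 rhesus macaque sources was read on 2 types of Affymetrix array. The sources were cerebral cortex, pancreas, testis, thymus and immortalized fibroblasts, which are connective tissue cells kept dividing in culture. The rhesus arrays (Rhesus Macaque Genome Array) carry probes designed from rhesus transcripts and the human arrays (Human Genome U133 Plus 2.0) carry probes designed from human transcripts, so rhesus RNA can mismatch the probes of the human arrays. Each source was read on 2 arrays of each type, which gave 20 arrays, 10 of them rhesus and 10 human. Biotin-labelled cRNA was prepared from 5 ug of total RNA. The sample labels call the arrays of a source technical replicates, numbered 1 and 2 on the rhesus arrays and 3 and 4 on the human arrays. P-values from these arrays therefore measure the spread between arrays and compare 5 RNA preparations, not tissues of different animals.
The deposited values are log2 expression values, 1 per probe set and array, for which the submitters' processing notes name RMA, a method that combines the perfect match probes of a probe set. They are summaries of probe sets, whereas the paper worked with the intensities of single probes. The rhesus arrays held 52865 probe sets, 99 of them controls, and the human arrays held 54675, 62 of them controls. Exactly 1 gene symbol was paired with 24969 rhesus and 41097 human probe sets. Several symbols were paired with 361 and 1801 probe sets, which were not used for genes, and none with 27535 and 11777. The median of an array lay between 3.24 and 3.53 on the rhesus arrays and between 2.90 and 3.05 on the human arrays. The probe-set values of the arrays thus do not share 1 common distribution. Whether single probes were normalized between arrays before they were combined is not given. No further normalization was applied, and each array type was fitted by itself. Every source was compared with the mean of the other 4 sources by limma over all probe sets except the controls. A probe set was called at a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 difference of at least 1. A gene was read from its probe set with the highest mean, and 11956 genes had such a probe set on both array types. Control probe sets for bacterial transcripts that were not spiked had means from 2.13 to 3.12 on the rhesus arrays, near the floor. On the human arrays these ran from 2.14 to 3.12. Where a gene lay at such levels on 1 side of a comparison, its log2 difference is not an exact fold. Its standard error then covers only the spread between arrays. The number of arrays limits the precision of every value.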

Rhesus macaque RNA samples from five sources (immortalized fibroblast, cerebral cortex, pancreas, testes and thymus) were equally divided into two sets of aliquots. Samples from each of the five sources were labeled and hybridized with either two Rhesus Macaque Genome microarrays (Affymetrix) or two Affymetrix human genome microarrays (HGU133plus2.0) according to the manufacturer's instructions. Thus, a total of 10 rhesus and 10 human microarrays were processed. 

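Neuronal and glial transcripts were far more abundant in cerebral cortex than in the other sources on both array types. Of 13 neuronal genes, 8 were measured on the rhesus arrays, of which 7 were higher in cortex and 1 was lower, and all 12 measured on the human arrays were higher. NRGN, which encodes the postsynaptic protein neurogranin, was higher by 10.68 on the log2 scale (standard error 0.027) on the rhesus arrays and by 9.44 (0.023) on the human arrays. GAD1, the enzyme that makes the inhibitory transmitter GABA, was higher by 9.48 (0.033) and 8.84 (0.018). In the other sources NRGN averaged 2.15 on the rhesus arrays and 2.44 on the human arrays, and GAD1 2.41 and 2.43. Both genes lay near the floor there, so their differences are not exact folds. Neuronal enolase, ENO2, went opposite ways, with a log2 difference of -2.22 (adjusted p = 9.48e-08 from limma) on the rhesus arrays and 6.40 (adjusted p = 6.81e-08) on the human arrays. Of 12 glial genes, 6 of 7 measured on the rhesus arrays and 10 of 11 on the human arrays were higher. The glutamate transporter gene SLC1A2 differed by 9.31 and 9.24, and SLC1A3 by 7.69 and 7.30. The genes with the largest differences on both array types included GPM6A, a neuronal membrane glycoprotein, at 11.49 and 11.57, the kinesin KIF5C at 10.95 and 9.58, and the calcium sensor VSNL1 at 9.46 and 9.55.
Genes of the extracellular matrix and of cell division were higher in the immortalized fibroblasts. Of 13 genes of fibroblasts and their matrix, 8 of 10 measured on the rhesus arrays and 11 of 13 on the human arrays were higher, and of 16 genes of cell division 9 of 11 and 13 of 16 were. COL1A1, a chain of type I collagen, was higher by 5.94 on the rhesus arrays and 3.25 on the human arrays, and LOX, which crosslinks collagen, by 6.53 and 5.46. Thymidylate synthase, TYMS, was higher by 4.24 and 4.31 and the topoisomerase TOP2A by 3.32 and 3.13. The matrix metalloproteinase gene MMP3 differed by 12.14 and 11.15, MMP1 by 9.48 and 8.92, the Wnt inhibitor DKK1 by 10.37 and 9.31, the cytokine IL6 by 10.04 and 8.10 and kynureninase, KYNU, by 8.13 and 8.21. Of 7 smooth muscle genes, 2 of 5 and 3 of 7 were higher in the fibroblasts, with TAGLN at 7.05 and 6.98, and 1 was lower, MYH11 at -2.73 and -1.60, whose call on the human arrays ended with the spiked controls subtracted. The level of MYH11 was 4.21 and 4.88 in fibroblasts, 4.44 and 4.90 in cortex and 4.67 and 5.19 in thymus. In pancreas it was 6.58 and 5.02, and in testis 12.05 and 10.81. The high testis level enters the mean that fibroblasts were set against, so this call does not set them apart from cortex or thymus.
Digestive enzyme genes gave the largest measured differences of any list, in pancreas. In the other sources the means of the listed genes ran from 2.06 to 3.41 on the rhesus arrays. On the human arrays they ran from 2.15 to 3.82. These levels are at or near the floor, so the differences are not exact folds. All 9 genes of the exocrine pancreas measured on the rhesus arrays and all 11 on the human arrays were higher there, out of 16 listed. Carboxypeptidase CPA1 differed by 12.86 and 12.40, CPB1 by 12.40 and 12.67, trypsinogen PRSS2 by 12.43 and 12.97, the lipase PNLIP by 12.30 and 12.38 and the elastase CELA3B by 12.55 and 11.93. Of 12 endocrine genes, 4 of 4 and 6 of 9 were higher. With the spiked controls subtracted 2 were higher on the rhesus arrays, where PDX1, at 1.12, turned and PCSK2 was no longer called. PDX1 also lost its call after quantile normalization and with array medians subtracted. Among the others were glucagon, GCG, at 11.29 and 11.23 and insulin, INS, at 9.92 on the human arrays. Of 6 fat cell genes, 1 of 4 and 2 of 6 were higher and none lower, with FABP4, also found in capillary endothelium, at 7.19 and 5.47. Of 6 red blood cell genes, 1 of 3 and 1 of 4 were higher, the hemoglobin gene HBB at 3.62 and 3.02. Of 12 housekeeping genes, 4 of 6 and 6 of 9 were lower in pancreas. ACTB and GAPDH fell by 2.93 and 3.51 on the rhesus arrays and fell by 2.95 and 3.39 on the human arrays, with the same direction under every scaling tried, while B2M was at 0.10 and 0.25 and EEF1A1 at 0.043 on the human arrays and neither was called. LDHA and HPRT1 were no longer called on the human arrays after quantile normalization. The 3' minus 5' level of the actin control, a sign of RNA quality, was 4.58 in pancreas and 2.38 in the other sources on the rhesus arrays, and 2.40 and 2.21 on the human arrays. That of the GAPDH control was 2.77 and 1.66, and 1.31 and 0.354. On the rhesus arrays 3677 probe sets were higher in pancreas and 9280 lower, and on the human arrays 1692 were higher and 5843 lower. After quantile normalization between the 10 arrays of a type the split was 5510 higher and 6823 lower, and 3063 higher and 4037 lower. With array medians subtracted it was 2789 higher and 11509 lower, and 1399 higher and 6694 lower. With the spiked controls subtracted it was 1250 higher and 34440 lower, and 503 higher and 38581 lower. That subtraction lowered every pancreas difference by 1.16 on the rhesus arrays and 1.13 on the human arrays, more than the threshold for a call. The control for 18S ribosomal RNA on the human arrays, read by its 5' probe set, was at 13.60 ± 0.012 (SD, n = 2 arrays) in pancreas and at 7.24 on average in the other sources.
Testis RNA held transcripts of Leydig and Sertoli cells, the steroid-making and nurse cells of that organ. Of 12 such genes, all 7 measured on the rhesus arrays and 8 of 11 on the human arrays were higher. Inhibin alpha, INHA, was higher by 7.48 and 7.34 and STAR, which moves cholesterol into mitochondria, by 4.84 and 2.32. Of 16 male germ cell genes, 4 of 11 and 4 of 16 were higher. The synaptonemal complex genes SYCP1, at 1.91 and 2.44, and SYCP3, at 1.81 and 2.31, and the acrosomal gene ZPBP, at 4.54 and 5.04, were called on both array types. The protamine gene PRM1, which packs DNA in sperm, had a log2 difference of -0.22 (adjusted p = 0.00831) on the rhesus arrays and -0.029 (adjusted p = 0.116) on the human arrays and was not called. TKTL1 was higher by 8.85 and 6.49, GSTA3 by 7.62 and 7.47, PWWP3B by 7.37 and 7.19 and DHRS2 by 8.57 and 5.35. Smooth muscle myosin, MYH11, was higher in testis by 7.07 and 5.81.
In thymus, genes of developing T cells were higher, all 10 of those measured on the rhesus arrays and 14 of 15 on the human arrays, out of 16. The antigen receptor recombinase RAG2 was higher by 6.86 and 4.85, the terminal transferase DNTT by 8.48 and 7.34 and CD1B, a lipid-presenting molecule of immature thymocytes, by 9.19 and 6.36. The transcription factors GATA3, at 8.37 and 8.78, and MYB, at 8.23 and 6.98, and the leukocyte phosphatase PTPRC, at 7.44 and 8.50, were also among the largest. Of 9 thymic epithelial genes, 2 of 6 were higher and 2 lower on the rhesus arrays. On the human arrays 1 of 8 was higher and 1 lower. With the spiked controls subtracted 3 were higher there, and 4 without a minimum difference. The proteasome subunit PSMB11 was higher by 4.27 on the rhesus arrays and keratin KRT14 by 5.73 on the human arrays, while EPCAM fell by 2.05 and fell by 2.58. Of 8 B cell genes, 4 of 5 and 2 of 7 were higher, among them MS4A1 at 5.62 and 3.39, and the macrophage gene LYZ was higher by 6.13 and 5.03. With the mean of all probe sets of a gene, 2 and 1 B cell genes were higher. Each list count adjusted over the list alone was equal to the count over all probe sets. The lists used here were written before the data were examined, and the names on both array types come from the annotation of the array designs.

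**Figure D1:**
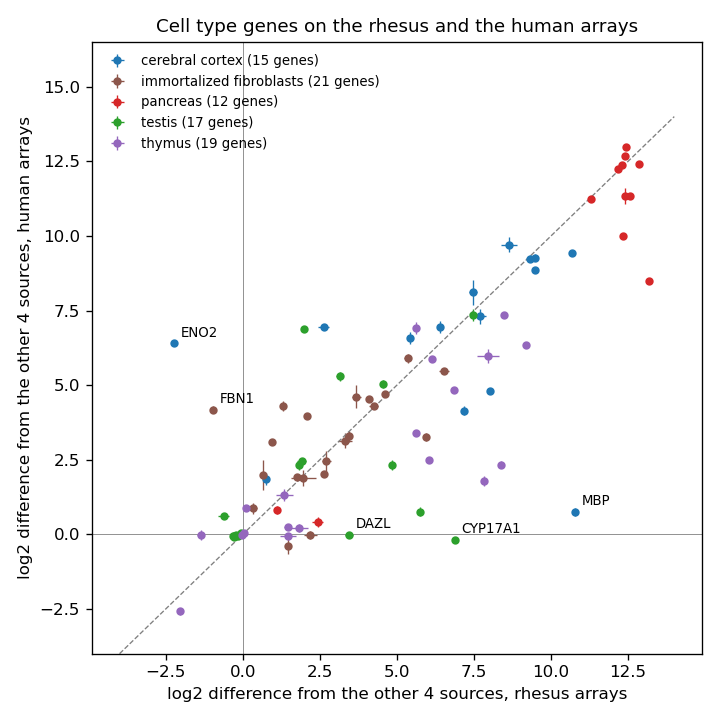
Log2 difference of each source from the mean of the other 4 sources on the rhesus arrays (horizontal axis) and the human arrays (vertical axis), for the 84 genes of the cell type lists measured on both. Points are genes coloured by the source of their list, bars are standard errors from 10 arrays per type, the dashed line marks equal differences, and ENO2 lies far above it and MBP far below.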

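Many genes separated the sources in the same direction on the rhesus and on the human arrays. Of the 11956 genes on both, 2454 were called in the same direction for cerebral cortex, 2228 for fibroblasts, 1960 for pancreas, 1595 for testis and 2323 for thymus. Independent lists would share 264 higher and 325 lower genes for cortex, where 1219 and 1235 were found. Genes called in opposite directions numbered 60, 55, 67, 24 and 52 in the same order of sources. With the mean of all probe sets of a gene, 1015 testis genes were called the same way. With the spiked controls subtracted 7119 pancreas genes were. Their mean level was higher in pancreas by 1.16 on the rhesus arrays and 1.13 on the human arrays. The subtraction thus lowered every pancreas difference by more than the threshold of 1, so the 7119 genes are no sign of agreement between array types. Without a minimum difference 4218 to 5505 genes per source were called the same way. Over genes called the same way, the median absolute log2 difference in cortex was 2.36 on the rhesus arrays and 1.89 on the human arrays, a ratio of 0.803 (95% bootstrap interval 0.777 to 0.830). The ratio was 0.855 (0.829 to 0.874) for fibroblasts, 0.904 (0.879 to 0.931) for pancreas, 0.878 (0.854 to 0.897) for testis and 0.833 (0.811 to 0.853) for thymus. The intervals are over genes, which are not independent replicates.
The thymocyte genes CD1A and PTCRA are examples of the smaller differences, with 8.38 and 7.84 on the rhesus arrays and 2.34 and 1.79 on the human arrays. CYP17A1, an enzyme of androgen synthesis, differed in testis by 6.88 (adjusted p = 4.76e-09 from limma) on the rhesus arrays, and its value on the human arrays was -0.17 (adjusted p = 0.0227). Fewer genes ran the other way, such as the Sertoli cell genes INHBB, at 1.99 and 6.89, and SOX9, at 3.14 and 5.29, and the astrocyte gene GFAP in cortex, at 2.62 and 6.96. Myelin basic protein, MBP, differed in cortex by 10.78 on the rhesus arrays. On the human arrays its brightest probe set gave 0.75, whereas 2 of the 9 human probe sets of MBP were called higher, 1 of them at 8.19. The difference between array types was itself called by limma for 2432 genes in cortex, 2011 in fibroblasts, 2612 in pancreas, 1632 in testis and 2098 in thymus, and 81.3%, 78.3%, 71.8%, 79.9% and 81.9% of these were smaller on the human arrays. Across genes, which are not replicates, the source differences on the 2 array types had a Pearson r of 0.761, 0.780, 0.718, 0.726 and 0.770 and a Spearman rho of 0.742, 0.740, 0.626, 0.703 and 0.763. Over all genes called on the human arrays, with or without a call on the rhesus arrays, the pancreas ratio was 1.10, above 1. In the other sources it was then 0.882 to 0.960. Over all genes called on the rhesus arrays it was 0.586 in pancreas and 0.577 to 0.652 in the others. The ratio thus depends on which array type chose the genes. Probe sets of 1 gene can read different parts of its transcripts on the 2 array types, so a gene that differs between them need not hold a mismatch.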

See Duan et al. 2007 for further details [12].

### Affymetrix GeneChip Preprocessing

The .CEL files were exported and raw PM intensities were extracted for the 20 arrays. Quantile normalization was applied within two array replicates to control for variation in hybridizations (Figure 1). 

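Pancreas gave the least repeatable pair of arrays on both array types. Over all probe sets, the SD of an array around its pair was 0.281 on the log2 scale for pancreas on the rhesus arrays, and 0.170 for cerebral cortex, 0.158 for fibroblasts, 0.137 for testis and 0.146 for thymus. On the human arrays it was 0.218 for pancreas and 0.156, 0.166, 0.150 and 0.157 for the others in that order. The arrays of the pancreas pair differed at least 2-fold at 2081 rhesus and 1173 human probe sets, 3.94% and 2.15% of all. In the other pairs the share lay between 0.259% in testis on the rhesus arrays and 0.958% in fibroblasts on the human arrays. Pearson r across probe sets was 0.986 and 0.987 within the pancreas pairs and 0.995 to 0.997 within the other pairs, above the highest r between sources, which was 0.917. Quantile normalization of the probe-set values within each pair left the SD of pancreas at 0.280 and 0.218, and it could move little if the values had been normalized within pairs before. The SD did not separate the array types over the 5 sources (exact two-sided permutation test of paired signs, p = 0.8125). The median absolute difference within a pair was lower on the human arrays for 5 of 5 sources (5 pairs are too few for this exact test to give a p below 0.05).
The spiked hybridization controls, transcripts of the bacterial genes bioB, bioC and bioD and the phage gene cre that are added after labelling, also differed between pancreas and the other sources. On the rhesus arrays bioB was at 9.28 ± 0.17 (SD, n = 2) in pancreas and 7.60 ± 0.12 (SD, n = 8) in the other arrays, and on the human arrays at 9.30 ± 0.11 (n = 2) and 7.82 ± 0.21 (n = 8). The brightest control, cre, was at 14.39 and 14.09 on the rhesus arrays and at 14.69 and 14.23 on the human arrays. The distance from bioB to cre was 5.11 in pancreas and 6.50 in the other sources on the rhesus arrays, and 5.39 and 6.41 on the human arrays. These levels and distances, and the scaling by spiked controls, used 9 of the 18 spiked probe sets. The levels were not tested between sources.

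**Figure D2:**
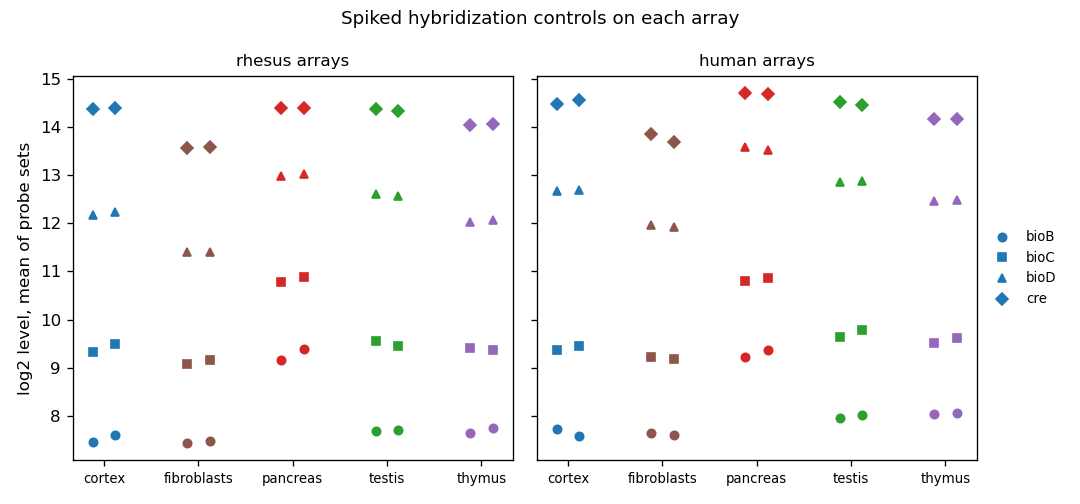
Log2 level of each spiked control on the 10 rhesus arrays (left) and the 10 human arrays (right), by source. Each point is 1 array and 1 of 4 controls, as the mean over its share of 9 of the 18 spiked probe sets. In pancreas bioB lies above its level on every other array of the type.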

The raw data (20 .CEL files) have been uploaded to the GEO repository [13] (GEO accession no. GSE9531).

**Figure 1:**
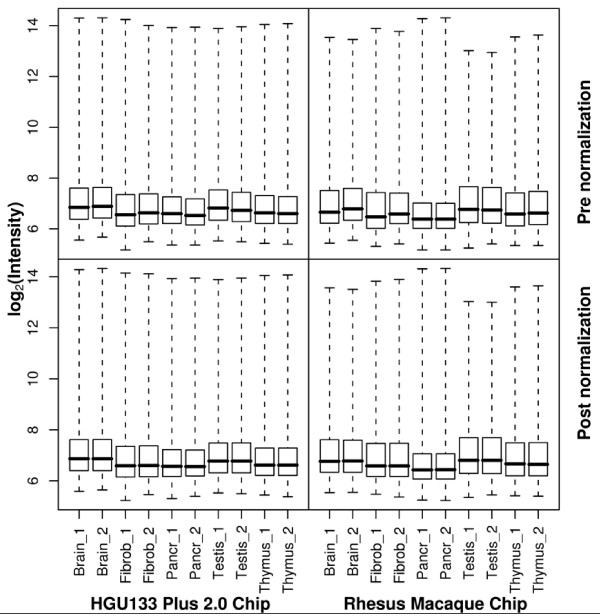
**Probe-level log intensities for 10 HGU133 plus 2.0 Microarrays and 10 rhesus macaque Microarrays**. Each tissue type was hybridized with two human and two rhesus GeneChips. The two upper plots were generated from raw data (before normalization) and the two lower plots were generated from data after quantile normalization was performed.

### Identifying Single Base-Pair Mismatches between Human and Rhesus Probes

A five-step procedure was used to identify single base-pair mismatches between human and rhesus probes contained on their respective microarrays. Step 1: Rhesus macaque consensus sequences that corresponded to probesets from the HGU133plus2.0 GeneChip were obtained from Affymetrix. Step 2: All of the HGU133Plus2 probes in a given probeset were aligned with the corresponding rhesus consensus sequence using the *GAP *package in Accelrys GCG http://www.accelrys.com. A GAPweight of 50 and a LENgthweight of 0.5 were used for the alignment. Scripts written in the Python programming language were used to submit alignments to GAP and parse the resulting output. Results from this step were stored in a relational database. Step 3: Probesets for which the probes did not align sequentially with the consensus sequence and those for which the alignment was incomplete were discarded. Step 4: 15,800 HGU133plus2.0 probes (from approximately 12,500 probesets) for which there was a single mismatch between the HGU133Plus2 probe and the rhesus consensus sequence in each of positions 1 to 25 were identified via database queries. These probes were used as MM probes in the MM to PM comparison that followed. Step 5: The *matchprobes *package in Bioconductor was used to search for the rhesus probe sequences that corresponded to the human probes identified in Step 4 [14]. The probes identified in this way were used as PM probes in the MM to PM comparison. The *matchprobes *package was also used to identify a set of 36,578 probes (from approximately 22,000 probesets) that were identical on the human and rhesus microarrays for use as controls.

### Statistical Analysis

The log-scaled ratios of PM and MM_*i *_signals, i.e., log_2_(PM/MM_i_) where *i *is the position of the single-base-pair mismatch, were used to represent the differences of the signal intensities between PM and MM_*i *_probes. In other words, log_2_(PM/MM_i_) represents the discrimination of PM and MM at the *i*th position [11]. For each tissue (or cell line), log_2_(PM/MM_i_) was calculated as the mean value from the two replicates. The average of log_2_(PM/MM_i_) over each tissue (or cell line) was obtained by applying a one-way ANOVA to each probe with the variables of *Tissue *(five levels, representing the five sources of RNA described in the "Microarray Data" section) and *Chip *(two levels, representing PM and MM_*i*_).

To examine the effect of different types of mismatches at different mismatch positions, the estimates of log_2_(PM/MM_i_) from the last step were categorized according to mismatch type and mismatch position. Mismatch type was named so that the first letter denotes the base in PM and the second letter denotes the base in MM. The 25 mismatch positions were binned into 3 groups: the left group had mismatches in positions 1 to 8, denoted as the 5' end of a probe; the center group had mismatches in positions 9 to 17 and the right group had mismatches in positions 18 to 25, denoted as the 3' end of a probe. The statistical significance was assessed with Student's t-test.

## Results

We searched for pairs of probes that differed by a single nucleotide on the human U133Plus2 array and the rhesus macaque GeneChip. 15,800 such probe pairs were found. Table 1 shows the frequency of probes with mismatches at different positions. At least 500 probe pairs were found for each of the 25 positions. In general, there were fewer mismatch probes in the center positions than in the 5' and 3' ends. Position 13 had the fewest number of mismatch probes.

**Table 1:** Frequency of probe pairs for each mismatch position.

Single-base-pair mismatch position	Number of PM/MMi
1	689
2	614
3	678
4	644
5	590
6	672
7	667
8	639
9	682
10	587
11	596
12	533
13	521
14	540
15	547
16	559
17	642
18	633
19	630
20	622
21	686
22	667
23	652
24	763
25	747

The average difference between PM and MM depended on the position of the mismatch on the probe. Both the average and variability (represented by the interquantile range) of log_2_(PM/MM_i_) increased from both ends of the probes (positions 1 and 25) towards the center, and became relatively steady between positions 7 - 16 (Figure 2). The peak value of the average of log_2_(PM/MM_i_) was reached when *i *was equal to 12. For example, there was a 24% decrease in the value of PM/MM when the position changed from 12 to 1, and a 29% decrease in the value of PM/MM when the position changed from 12 to 25. In addition, we observed a strong linear association between the average and the variability of log_2_(PM/MM_i_)*(*R^2 ^= 0.95) (Figure 3).

**Figure 2:**
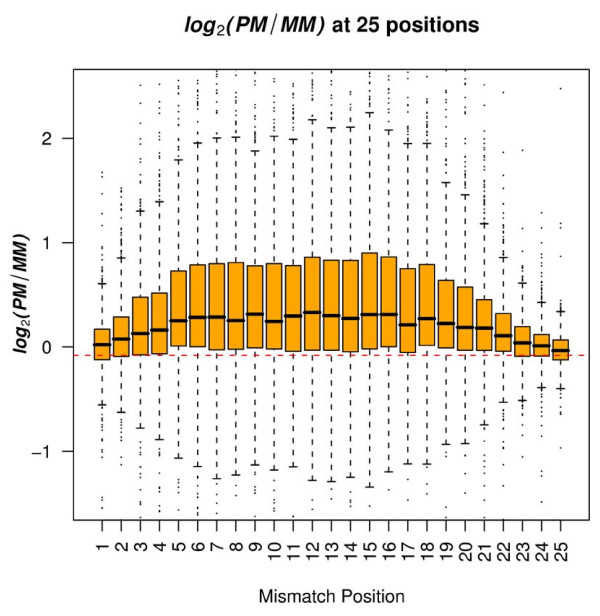
**Distribution of log_2_(PM/MM_i_) across 25 single-base-pair mismatch positions**. The red dashed line represents the mean value of log_2_(PM/MM_i_) when there was no mismatch, i.e., the common PM probes from the HGU133plus2.0 GeneChip and the Rhesus macaque GeneChip.

**Figure 3:**
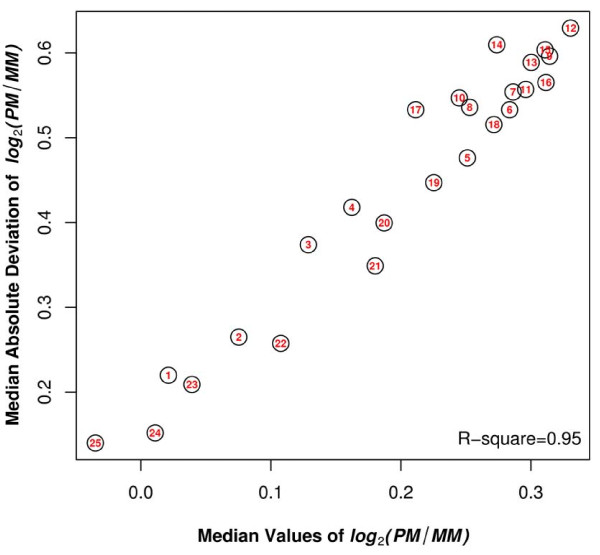
**Average of log_2_(PM/MM_i_) versus the variability of log_2_(PM/MM_i_) across 25 mismatch positions**. The values of the median and the median absolute deviation (MAD) of log_2_(PM/MM_i_), representing the robust versions of the average and variability, were calculated for each mismatch position. The number inside the circle indicates the mismatch position. R- square measures the strength of the linear relationship between two variables.

Because the PM signals and MM signals were collected from different arrays, it is possible that the difference between the signals resulted in part from different hybridization conditions on the two types of array. To test this, we compared signals from probes that matched perfectly between the human array and the macaque array. 

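Bacterial and phage control transcripts, whose probe sets carry the same identifier on both array types and have no rhesus counterpart, were compared between the rhesus and the human arrays. Of 45 such probe sets, 18 belong to the spiked bioB, bioC, bioD and cre transcripts, with mean levels from 6.78 to 14.35 on the rhesus arrays and from 7.01 to 14.58 on the human arrays. Their median difference, rhesus minus human, was -0.26 on the log2 scale (range -0.52 to 0.14), and 17 of 18 were higher on the human arrays. The remaining 27, for the Bacillus genes dap, lys, phe, thr and trp, lay near the floor, with means between 2.13 and 3.12 on the rhesus arrays, so their closeness says nothing about signal. They had a median difference of -0.0056 (range -0.38 to 0.22). Matched by source, the mean over 9 of the 18 spiked probe sets was higher on the human arrays in 5 of 5 sources, by 0.17 to 0.27. For example, a 3' probe set of cre was at 14.35 ± 0.36 (SD, n = 10) on the rhesus arrays and 14.58 ± 0.33 (SD, n = 10) on the human arrays. The distance from bioB, the dimmest spiked control, to cre, the brightest, was read from the same 9 probe sets. It was 6.22 ± 0.65 (SD, n = 10) on the rhesus arrays and 6.21 ± 0.52 (SD, n = 10) on the human arrays.
The levels of these controls were not tested between the array types, whose values come from separate tables. Which arrays were normalized together is not given. With the median of each array subtracted first, the median differences were -0.64 for the spiked and -0.38 for the other controls. These controls are few beside the identical probes of the paper, and they were read as probe sets. The paper reasons that PM and MM signals from different arrays could differ through hybridization conditions, and it compares perfectly matched probes to separate this from the mismatch itself.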

As expected, the average differences were very small as compared to values obtained from log_2_(PM/MM_i_) across 25 probe positions (Figure 2). The p values from Student's t-tests comparing log_2_(PM/MM_i_) with the signal differences of identical probe pairs between human and monkey microarrays were extremely small (<10^-6^).

We found that mismatch type also had a strong effect on signal intensity. The greatest effects were observed with C → A (i.e., C on PM and A on MM; correspondingly G on target), G → A and C → G. The least effects were observed with A → C, A → G and A → T (Figure 4). In general, mismatching in a C-G base pair resulted in greater loss of intensity than when mismatching occurred in an A-T base pair.

**Figure 4:**
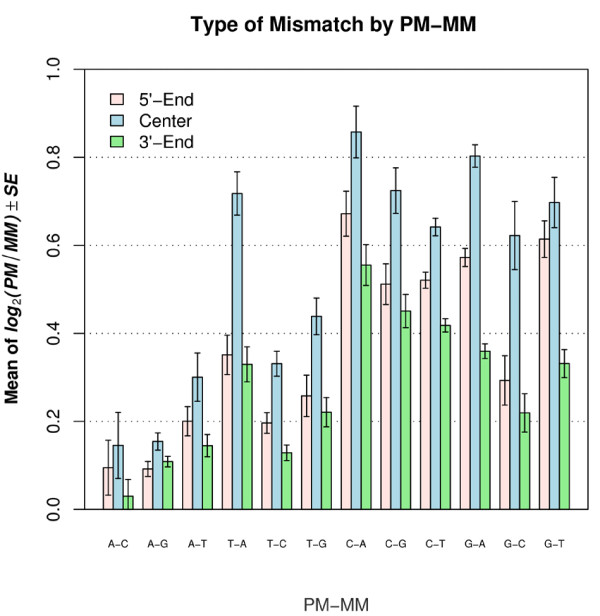
**Mean level of log_2_(PM/MM_i_) for 3 groups of mismatch positions for each mismatch type**. The x-axis denotes the 12 mismatch types. The first nucleotide represents the rhesus probe (PM) and the second nucletotide represents the human probe (MM).

To determine whether different types of nucleotide mismatches differ significantly across mismatch positions, the mean level of log_2_(PM/MM) was calculated and graphed for different categories according to mismatch type and mismatch position classification (Figure 4). Note that the subscript from MM_*i *_was removed because the mismatch positions were binned into groups. The signal intensity difference between PM and MM was represented by the average of log_2_(PM/MM). This difference was always greater for the center group (positions 9 - 17) than either the 5' end (positions 1 - 8) or the 3' end (positions 18 - 25). On average, the discrimination between PM and MM for the center group was 13% higher than for the 5' end group and 17% higher than for the 3' end group. In addition, the value of log_2_(PM/MM) in the 5' end was greater, with the exception of C-A, than the 3' end. The differences between the center group and the other two groups were statistically significant in most cases (Table 2). Only 3 out of 24 comparisons had p values larger than 0.05 (Table 3). However, there were 8 of 12 comparisons with p value larger than 0.05 when the 5' end was compared to the 3' end (Table 2).

**Table 2:** Student's t-tests between 3 groups of mismatch positions for each mismatch type.

Mismatch type	Center vs. 5'-end	Center vs. 3'-end	5'-end vs. 3'-end	Frequency
A-C	0.00187	0.000128	0.525*	673
A-G	6.29E-05	6.78E-10	0.0423	2567
A-T	2.78E-08	8.31E-10	0.747*	553
T-A	0.0821*	0.00499	0.328*	506
T-C	0.00733	0.047	0.461*	2920
T-G	0.553*	0.185*	0.422*	435
C-A	0.187*	2.54E-09	1.89E-06	778
C-G	0.000115	3.10E-06	0.377*	627
C-T	1.47E-14	2.13E-46	1.66E-12	2874
G-A	2.17E-06	8.23E-19	6.08E-05	2624
G-C	0.00103	2.76E-05	0.339*	687
G-T	0.0126	5.62E-05	0.103*	556

*: p value ≥ 0.05

**Table 3:** Similarities across different studies in terms of the effect of mismatch type.

3a:					
	
	Spearman Correlation Coefficients, N = 12 (mismatch type) (Prob > |r| under H0: Rho = 0)				
	
	Pozhitkov2006	Schwarz2006	Wick2006	Naiser2008	Current Study
Pozhitkov2006	1.00000	0.60596 (0.0368)	-0.07005 (0.8287)	0.06655 (0.8372)	0.45884 (0.1335)
Schwarz2006		1.00000	-0.05594 (0.8629)	0.05594 (0.8629)	0.60839 (0.0358)
Wick2006			1.00000	0.62937 (0.0283)	0.33566 (0.2861)
Naiser2008				1.00000	0.56643 (0.0548)
Current study					1.00000
**3b:**					
	
	**Pearson Correlation Coefficients, N = 12 (mismatch type) (Prob > |r| under H0: Rho = 0)**				
	
	**Pozhitkov2006**	**Schwarz2006**	**Wick2006**	**Naiser2008**	**Current study**
**Pozhitkov2006**	1.00000	0.46958 (0.1235)	-0.11957 (0.7113)	-0.07138 (0.8255)	0.19784 (0.5377)
**Schwarz2006**		1.00000	-0.14616 (0.6503)	-0.01975 (0.9514)	**0.59298** (0.0421)
**Wick2006**			1.00000	**0.71084** (0.0096)	0.47112 (0.1221)
**Naiser2008**				1.00000	**0.57443** (0.0508)
**Current study**					1.00000

3a: using Spearman's correlation coefficient; 3b: using Pearson's correlation coefficient. The statistics in bold indicate the correlation coefficient significantly different from the chance, i.e., p value ≤ 0.05; or marginally significantly different, i.e., 0.05 < p value < 0.07.

## Discussion

We took advantage of the differences between the human and the rhesus macaque genomes to evaluate the effects of mismatches between targets and probes on signal intensity in expression arrays using the largest dataset studied thus far. In a previous study, the positional effect of single base mismatches collected data from 935 pairs of perfect match and mismatch probes were examined [11]. Our study utilized data from 15,800 pairs of perfect match and mismatch probes.

### Nonrandom Number of Mismatch Probes by Position

We expected to find approximately the same number of mismatches between human probes and rhesus sequences at all 25 mismatch positions. However, there was a general tendency for fewer mismatch probes at central positions than at the 5' and 3' ends. Interestingly, we found the fewest mismatches between human probes and monkey sequence at position 13. The explanation for this result is not obvious. One possibility is that the human probes were selected by Affymetrix to have fewer mismatches in central regions due to human SNPs. This preference for relatively conserved regions may have resulted in fewer probes with mismatches to rhesus sequence in this central region.

### Mismatch Positional Effects

We found a mismatch at the center of a probe resulted in a greater loss in signal intensity than a mismatch at the ends of the probe. Various studies reported similar results [5-7,11]. This may be due to the zippering effect, as discussed by Binder [15] and Deutsch et al [16]. The probability of "open" base-pairings may be minimal in the center of an oligonucleotide, on average, and thus the discriminating effect of the central bases may be maximal.

We also observed a slight asymmetry between the ends of a probe: the effects of mismatches at the 5' end of a probe were greater than those at the 3' end. This may be due to the fact that the probes on the Affymetrix microarrays are anchored to the silica surface at the 3' end of the probe. Thus, our result is consistent with Wick et al.'s finding that mismatches at the loose end are more discriminating than mismatches at the attached end.

Our results also suggested that the stronger the mismatch effect, the more variable the effect. In Figure 3, we showed that the value of log_2_(PM/MM_i_) is closely correlated with the median absolute deviation value of log_2_(PM/MM_i_). This may be because when the mismatch is strongly disruptive of the binding interaction on the probe, the adjacent nucleotides will have to accommodate the disruption. Thus, certain combinations of nucleotides may be more accommodating than others, leading to more variation in the free energy of binding for the more disruptive mismatch types.

### Mismatch Type Effects

The role of the probe mismatch type on signal intensity has been previously investigated [6,7,9-11]. Among these studies, Wick et al's report (2006) and our analysis used the same statistic - log_2_(PM/MM) - to measure the discriminating ability of PM and MM. The biggest difference between our results and Wick et al's was the magnitude of PM/MM (Figure 5). On average, Wick et al's reported a 20-fold greater effect than was observed in the current study. This likely reflects the fact that the length of the probe was 18 oligonucleotides in Wick et al's report and 25 oligonucleotides in our study because different arrays were used in the two studies.

**Figure 5:**
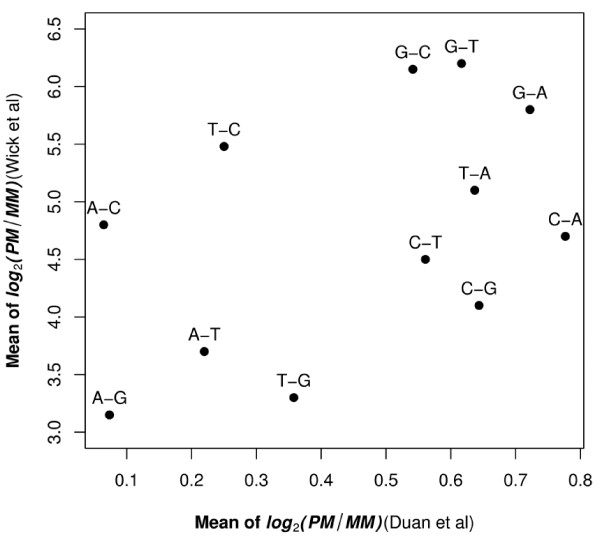
**Comparison of log_2_(PM/MM_i_) for each mismatch type between the current study and Wick et al**. For each mismatch type, the first nucleotide represents the PM and the second nucleotide represents the MM.

We expanded the cross-study comparison of the effect of mismatch type [6] by including the current study (Figure 6). In addition, we quantified the similarities across different studies in terms of the effect of mismatch type (Table 3). We did not include the results of Sugimoto et al (2000) for two reasons: 1. their results were mainly summarized from the analyses of certain trinucleotide stabilities; 2. there was no C-C mismatch type in their study, which would result in a missing value for our comparison. There are several interesting results from this cross-study comparison.

**Figure 6:**
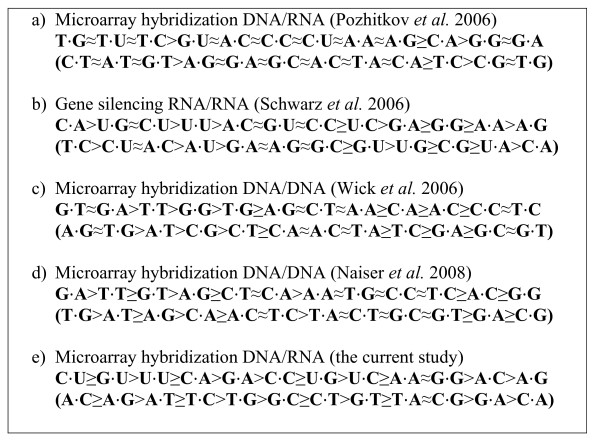
**Stability orders of 12 single-base mismatch types for hybridization in solution (*b*) and on microarrays (*a, c, d, e*)**. For a hybridization oligonucleotides duplex X/Y, X refers to probe and Y refers to target. For example, the microarray hybridization in our study is DNA/RNA, which means the probe is DNA and the target is RNA - cRNA used by an Affymetrix experiment. We refer to Naiser et al. (2008) for details. Specifically, both Wick et al (2006) and our study used log_2_(PM/MM) as the measure of discriminating ability, which has an opposite order compared to stability. Thus, the larger log_2_(PM/MM) value corresponds to the lower stability of duplex. Please note that there are two notations used under each study: the upper one is the notation that is commonly used- for consistency to that in Naiser et al (2008); the lower one is the notation indicating the base change from a perfect matched probe to a mismatched probe - primarily used in the current study. For example, C U in the common notation means the probe provides C and the target provides U for the mismatched base pair, while in the second notation it's A C indicating A is the base on the perfect matched probe and changes to C on the mismatched probe.

In general, the results from the different studies were only weakly similar (Figure 6, Table 3) in terms of mismatch type. However, there were some areas of agreement. For consistency, we used the same notation for mismatch type as that in Naiser et al (2008) for the illustration of this cross-study comparison (ours was listed as well, see Figure 3 for detail). Both Wick et al's study (2006) and our results placed the G-T mismatch type at a relatively higher position on the stability list- opposite to the discriminating ability list. Both Schwarz et al's study (2006) and our results placed the A-G mismatch type at the last position on the stability list. However, if the comparison is expanded to the group of purine/pyrimidine mismatches instead of individual mismatch types, our study agreed very well with Naiser et al's (2008). When a mismatch occurred to the C-G base pair, a greater loss in signal intensity was observed (Figure 6). However, each of our studies had an outlier, defined as a mismatch type whose real positions are different from expected according to the rules of Watson-Crick base-pairing. Specifically, positions 1 to 6 on the stability list should belong to the mismatch types whose mismatch occurs to the A-T base pair, and positions 7-12 should belong to the mismatch types whose mismatch occurs to the C-G base pair. Naiser et al (2008) reported an A-G mismatch values at a higher position - position 4 - on the stability list than expected, which should have been placed at positions larger than the 6^th ^. Results from the current study indicated a A-A mismatch values at a lower position - position 9 - on the stability list than expected, which should have been placed at positions smaller or equal to the 6^th^. The difference between two studies may be due to the differences in the detailed hybridization conditions and the different microarray platforms used in the two studies --- Naiser et al (2008) designed their own technology for fabricating the chip of microarray while we used the standard Affymetrix GeneChip.

Because both Wick et al (2006) and our study used the same metric - log_2_(PM/MM) - to measure the discriminating ability - opposite to duplex stability. We want to further elaborate the comparison between two studies. Our results were in partial agreement with Wick et al. (Pearson's correlation: 0.47) (Figure 5). We found that, in general, samples with mismatches with probes where the sample is either an A or T had smaller decreases in signal intensity than when the sample contained a G or C which was mismatched with the probe as would be expected from Watson-Crick base-pairing. Wick et al. found that a sample with a C that mismatched the probe had a much greater decrease in signal intensity as compared to a sample with a G that mismatched the probe (the difference in the central region is about three-fold). In contrast, we found no major difference in the amount of the decrease in signal intensity when the mismatch was between a C in the sample or a G in the sample and the probe (they only differ by about 2% in the central region) (Figure 4). It is not clear what caused the discrepancies between our study and Wick et al.'s study. Wick et al.'s results are in good agreement with values of solution studies with nearest neighbor model [17]. However, it has been reported that the stacking free energies on Affymetrix arrays are different from that in solution [4,18]. But there was also study showing a good agreement between the solution nearest-neighbor(NN) affinities and that on Affymetrix arrays [19]. Further experimentation might resolve these differences.

In general, it appears that mismatch type is more sensitive to different experimental methods than mismatch position. Microarrays produced in different ways may have different spatial features that complicate specific types of mismatched base pairing. This may be because mismatch type depends on many different experimental factors, e.g., solid substrate or solution, DNA or RNA (either probe or target) and the length of probe.

### Practical Implementation of Our Analyses to Microarray Design

Our results may be useful for improving future versions of microarray platform design, especially those which involve the single-base mismatches such as the Affymetrix GeneChip. On the one hand, these results showed that mismatch position effect is relatively insensitive to experimental methods, which supports Affymetrix's decision to choose the 13^th ^position when designing PM/MM probe pairs, (although our results showed that the position 12^th ^may cause a slightly bigger loss of signal intensity in mismatches) (Figure 2 &3). On the other hand, the results from different studies showed that mismatch type is more sensitive to experimental methods, implying that Affymetrix may improve the array's design by incorporating these results. For instance, Affymetrix typically uses a number of probe pairs to represent a probeset, e.g., 11 probe pairs for a gene on Human Genome U133 Plus 2.0 Array. Each probe pairs contains a mismatch probe which alters its 13^th ^position compared to a perfect matched probe. These 11 mismatched bases may not necessarily be the same mismatch type. In fact, they very likely belong to different mismatch types. We found that when the experimental method changes, the effects of mismatch type may also change, indicating there may be some unpredictable uncertainty when summarizing the intensities of these 11 probe pairs. Our results may help Affymetrix minimize this type of uncertainty by incorporating the mismatch type effect when designing probe pairs. A simple resolution is to select the same mismatch type for all 11 probe pairs.

Correspondingly, our results may also be useful for improving array data processing algorithms, particularly those considering single base effects, such as GC-RMA [20] and PDNN [4].

## Conclusion

We evaluated the effects of single-base mismatches on Affymetrix microarrays in a large dataset. We found that a mismatch at the center of a probe incurs a greater loss in signal intensity than the mismatches at the ends of the probe. There was a slight asymmetry between the ends of a probe: effects of mismatches at the 3' end of a probe were greater than those at the 5' end. These results were similar to previous research. The results from studies on mismatch type, including ours, were only weak correlated. Our study agreed very well with a recent study when the comparison was widened to the group effect of purine or pyrimidine mismatch type. Our results, together with that of previous studies, provide a comprehensive assessment of the effects of single-base mismatches on microarrays to date and may be useful for improving future versions of microarray platform design and the corresponding data analysis algorithms.

## Funding

This project was supported by a grant from NIH [RR017444] to RBN and by NIH grant number P20 RR016469 from the INBRE Program of the National Center for Research Resources.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

FD designed the method, analyzed the data and drafted the manuscript. MAP helped the data analyses and contributed to the writing of the paper. ERS supervised data collection and contributed to the writing of the paper. LZ contributed to the writing of the paper. RBN organized the project, supervised data collection and contributed to the writing of the paper. All authors have read and approved the final manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

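Rhesus macaque RNA from cerebral cortex, immortalized fibroblasts, pancreas, testis and thymus was analysed on 10 rhesus and 10 human arrays, with 2 arrays per source and array type. The authors deposited 1 table of log2 expression values per array type, 1 value per probe set and array. The submitters' processing notes name RMA for these values, and its version and the arrays processed together are not given in the sources used here. The values ran from 0.76 to 15.9 on the rhesus arrays and from 0.73 to 15.9 on the human arrays. The paper itself compared PM intensities of single probes after quantile normalization within pairs of arrays, which is another set of values. Its comparisons by mismatch position and mismatch type need single probes and are not analysed here.

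Sources were taken from the sample labels and array types from the table that holds each sample. All columns of values were used. Gene symbols came from the annotation of the array designs. Of the 24969 rhesus probe sets with 1 symbol, 24629 were matched by gene number to a rhesus gene table, which changed 0 symbols, and the names on the human arrays were kept. Symbols were held by 14132 genes on the rhesus and 19775 genes on the human arrays.

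Differences between sources were fitted in R 4.3.3 with limma 3.58.1 (lmFit and eBayes), separately for each array type, over 52766 rhesus and 54613 human probe sets that are not controls. Each source was set against the mean of the other 4, with Benjamini-Hochberg adjustment over probe sets and calls at an adjusted p below 0.05 with an absolute log2 difference of at least 1. The difference between array types was a contrast of these differences in a limma fit of all 20 arrays at the gene level. In this contrast a constant offset of a table cancels, but not other effects if the tables were normalized separately. Size ratios had 95% percentile intervals from 10000 bootstrap resamples over genes, or 1000 for each alternative. The spread within pairs was compared between array types by an exact permutation test of paired signs over 5 sources. The 3' minus 5' levels of 11 control transcripts were compared between sources with limma within each array type. The text names members of 17 gene lists, the 5 genes per source with the largest difference called on both array types, and the 3 genes per source with the largest difference between array types that were called on exactly 1 of them. Design, lists and alternatives were fixed before the data were examined, apart from those named in the closing parts.

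The limma step was tested on simulated data made from the means and spreads of the real arrays, for testis against the other sources, with 200 changed probe sets per array type. Of 100 probe sets changed by 1.5 on the log2 scale, 83 of 52766 tested on the rhesus arrays and 84 of 54613 on the human arrays were recovered. Of 100 changed by 3, 98 and 95 were recovered. The mean estimates were 1.50 and 3.00 on the rhesus arrays and 1.50 and 2.99 on the human arrays, with 0 wrong signs and 0 false calls. Probe sets that were missed at 1.5 had a median SD of 0.322 on the rhesus arrays, against 0.0893 for those recovered.

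Alternatives were other normalizations between arrays, a filter on dim probe sets, no minimum difference, an ordinary analysis of variance contrast, the replicate number as a block, each array left out in turn, and other ways to read a gene from its probe sets. The number of arrays limits precision, and with 2 arrays per source the spread is pooled over sources.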

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

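Of the tests in this part, those of the state of the pancreas RNA and of the range of the human arrays were chosen only after the result was seen. The test of the brightest probe sets was added after a test of 1 scaling factor had argued against that factor, and what it should give was written before its value was known. The state of the pancreas RNA was first tested over both array types, and the part on the rhesus arrays alone was added after that result.

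The pancreas arrays stand apart in several measures. The spread within a pair of arrays was larger in pancreas than in the other sources, by a gap of 0.770 of the whole range over 5 sources on the rhesus arrays and 0.777 on the human arrays, and 2 of 16 groups examined for such a gap had one, where chance gives about 1 in 20. The spiked control bioB was higher in pancreas by 1.68 on the rhesus arrays and 1.47 on the human arrays, a signal that the paper does not discuss, and the 5' probe set of the 18S ribosomal RNA control was higher by 6.37 on the human arrays, its middle probe set by 4.54 and its 3' probe set by 3.06. The 3' minus 5' level, which grows when RNA is degraded or incompletely copied, was larger in pancreas for actin by 2.20 on the rhesus arrays (adjusted p = 1.27e-05 from limma), and for GAPDH by 1.11 on the rhesus arrays (adjusted p = 2.73e-04) and 0.951 on the human arrays (adjusted p = 7.53e-06). For actin on the human arrays it was larger by 0.20 (adjusted p = 0.337), and it ranged from -0.11 without pancreas replicate 3 to 0.50 without pancreas replicate 4. EF1a on the rhesus arrays differed by 1.14 (adjusted p = 5.55e-06). The limma fit pools the spread over sources. On the rhesus arrays the pancreas pair had an SD of 0.44 for actin, against at most 0.19 in any other source. For GAPDH it was 0.44 there, against at most 0.12. The adjusted p-values of actin and GAPDH on the rhesus arrays may therefore be too small. The spiked controls moved too and not all 1 way, with bioB at 0.67, bioD at 0.52 and cre at -0.41 on the rhesus arrays and 0.64, 0.46 and -0.33 on the human arrays. That 1 scaling factor acts on all values of the pancreas arrays was also looked at, and the shorter distance from bioB to cre in pancreas, 3.07 SDs of the other human arrays, argues against it.

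The ratio of the actin or GAPDH shift to the mean spiked shift, at the lowest 1.02 over both array types and 6.51 on the rhesus arrays, decides nothing about the state of the pancreas RNA, since that mean runs over controls that went both ways. Nor does it decide about hybridization, washing or scanning, for which the mean spiked shift was 0.0774 and 0.981 of the actin shift and 0.154 and 0.203 of the GAPDH shift on the rhesus and human arrays, so these explanations cannot be told apart. A few transcripts taking most of the labelled RNA also stays open, since the 20 brightest probe sets held 8.16% of the summed signal in pancreas on the rhesus arrays and 11.3% on the human arrays, 1.21 and 1.53 times the highest share of any other array. That pancreas tissue itself differs from the other sources is untested.

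The smaller source differences on the human arrays are a second pattern. A reduced range of the human arrays for every target is argued against by the spiked controls, but only at levels between bioB and cre. These lay at 7.93 and 14.15 on the rhesus arrays and at 8.12 and 14.32 on the human arrays. Their span on the human arrays was 0.998 (standard error 0.042, with arrays taken as independent) of that on the rhesus arrays. A reduced range below bioB was not tested and stays open. The choice of 1 probe set among several is argued against by the genes with 1 probe set on each array type, 3785 in all, of which 396 to 652 per source were called on both. Over these the median of the 5 ratios was 0.796 and the intervals of all 5 ended below 1. Mismatches between rhesus transcripts and human probes remain a candidate explanation, which probe-set values cannot test. No biological explanation was tested, since both array types read the same RNA.

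Genes that separated a source on the rhesus arrays and not on the human arrays stood out in the test of the difference between array types. In cerebral cortex the human minus rhesus difference was -10.49 for DPYSL3, -10.03 for MBP and -9.95 for XKRX. In fibroblasts it was 8.72 for USP14, which was lower there on the rhesus arrays, -7.77 for MASP1 and -7.72 for TERT, the catalytic subunit of telomerase. In pancreas it was -10.03 for KLK15, -7.22 for TMPRSS2 and -6.53 for ATP8B3, in testis -7.48 for AMBP, -7.32 for PAPPA2 and 7.19 for ATP8B3, and in thymus -7.83 for PRAM1, -7.44 for DTX1 and -7.43 for LIMD2. Another human probe set was called in the rhesus direction in 3 of these 15 cases. Its log2 difference was 8.19 for MBP, 6.23 for MASP1 and 8.90 for TERT. All rhesus probe sets were called for DPYSL3, with 1, MBP, with 2, TMPRSS2, with 3, LIMD2, with 4, and USP14, with 5. Only 1 of 2 was called for TERT, KLK15, AMBP, PRAM1 and DTX1. For XKRX and ATP8B3 it was 1 of 3, for PAPPA2 1 of 5 and for MASP1 2 of 3.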

How the results depend on the processing

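The spiked control scaling and the fits without the pancreas arrays were chosen only after the data were seen. The scaling used 9 of the 18 spiked probe sets. Over 59 results, 657 of 660 values with 1 array left out and 443 of 500 values under the other alternatives were counted as unchanged. These kept their direction and their side of the threshold, or stayed within 1.5 times for a count. Correlations across genes were held to a narrower limit. A rise from 0.761 to 0.789 in cortex without dim probe sets was thus counted as a change. Quantile normalization between the 10 arrays or within pairs, the ordinary analysis of variance contrast and leaving out the pancreas arrays changed none of the 47, 48, 47 and 38 results they were run on. Replicate numbers did not pair the arrays: the deviations of arrays with the same rank correlated at -0.034 to 0.018 over 10 pairs of sources on each array type, and with the replicate block 14242 rhesus and 7688 human probe sets were called for cortex, with no call count moved by over 1.5 times. A lone array of a source was assumed to vary like the other sources.

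Without a minimum difference more was called, since small differences then count. Rhesus and human probe sets and genes on both rose to 28200, 14662 and 4448 in cortex, 24601, 13568 and 4218 in fibroblasts, 38623, 33640 and 5505 in pancreas, 33189, 22187 and 4354 in testis and 25657, 14886 and 4431 in thymus. Genes differing between array types rose to 4944, 4221, 6195, 4109 and 4275 in that order, and thymic epithelial genes higher on the human arrays to 4. The correlation across genes from cortex to thymus was 0.789, 0.801, 0.736, 0.753 and 0.793 without dim probe sets, 0.792, 0.807, 0.759, 0.764 and 0.804 with the mean of all probe sets of a gene, and 0.842, 0.843, 0.814, 0.797 and 0.831 over genes with 1 probe set on each array type. The latter, with fewer genes tested, gave 652, 604, 497, 396 and 616 genes called on both and 594, 439, 605, 411 and 521 differing between array types. With the mean of all probe sets, 1015 testis genes were called on both and 2 rhesus and 1 human B cell genes were higher.

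With array medians subtracted, the median difference of pancreas moved from 0.067 to -0.16 on the rhesus arrays and from 0.052 to -0.075 on the human arrays. With the spiked controls subtracted, which moved the median differences on the rhesus and human arrays to -1.10 and -1.08 in pancreas, 0.76 and 0.73 in fibroblasts, 0.21 and 0.16 in thymus and 0.088 and 0.21 in cortex, 35690 and 39084 probe sets and 7119 genes on both were called for pancreas, 2 endocrine genes were higher in pancreas on the rhesus arrays and 3 thymic epithelial genes in thymus on the human arrays. The share of higher among called pancreas probe sets was then 3.50% and 1.29%, against 28.4% and 22.5% without it. For fibroblasts it was 79.9% and 87.3% against 47.3% and 56.1%. For thymus it was 65.4% and 64.6% against 55.1% and 54.9%, and for cortex 54.5% and 65.9% against 46.9% and 54.4%. The larger side thus turned for fibroblasts and cortex on the rhesus arrays. After quantile normalization between all arrays of a type it turned on the human arrays for cortex, at 49.8%, and fibroblasts, at 49.96%. On the rhesus arrays it then turned for thymus, at 49.8%. With array medians subtracted it turned for fibroblasts on the rhesus arrays, at 51.8%. Pancreas and testis kept their larger side under every scaling tried. The larger side was not among the results counted for each alternative above. Over genes called on the human arrays the pancreas size ratio turned to 1.10, while over genes called on the rhesus arrays it was 0.586. The mean SD within pairs, human minus rhesus, was -0.0089 and turned to 0.0089 over probe sets above the median. With array medians subtracted the unspiked controls differed by -0.38. Leaving out 1 array, the actin 3' minus 5' difference of pancreas on the human arrays ranged from -0.11 to 0.50, and the thymic epithelial count from 1 to 2. Where no construction shows it, the cause was not tested. Signal over background was not given, so limits for dim probe sets stay unknown.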

Other observations

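The test of a mislabelled testis sample was chosen only after the result was seen, and the added gene lists were written after the testis results were known but before their own values were.

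Some genes typical of other cells than the main types of each organ were higher as well. In thymus, macrophage genes were higher on both array types for 3 of 6 measured on both, with LYZ, C1QB, a complement component, at 2.87 and 2.35 on the rhesus and human arrays, and AIF1 at 3.13 and 1.72, whereas CD68 was lower on the rhesus arrays, at -1.57. Endothelial genes were higher in pancreas for 5 of 8 on the rhesus arrays and 3 of 8 on the human arrays, among them EMCN at 3.23 and 3.04 and the vascular cadherin CDH5 at 2.45 and 1.54. With the spiked controls subtracted CDH5 and KDR were not called on the human arrays, nor PECAM1 on the rhesus arrays. FABP4 was higher in thymus too, by 4.49 and 3.22, and LMOD1 of smooth muscle was higher in testis by 2.97 and 2.94. In the fibroblasts, a cultured line, 6 of 7 macrophage genes were lower on the rhesus arrays and 1 of 7 on the human arrays, LYZ at -3.77 and -3.11 among them, and CD14 was higher, by 3.02 and 3.60. On the rhesus arrays C1QA turned under quantile normalization, and C1QB, CSF1R and AIF1 were not called with the spiked controls subtracted. Of 8 endothelial genes 5 and 3 were lower, such as EMCN at -2.70 and -2.46, with PECAM1 not called on the human arrays with the spiked controls subtracted, and ENG was higher, by 3.26 and 1.18, a call that ended on the human arrays under quantile normalization. The smooth muscle gene CNN1 was higher by 2.48 and 1.49.

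Genes of late sperm development did not stand out in testis although genes of Leydig and Sertoli cells did. A mislabelled sample from an organ without germ cells is argued against by an added list of spermatogonial and early meiotic genes, of which 6 of 10 were higher on the rhesus arrays, with STK31 at 7.01, MAEL at 4.81 and TEX14 at 3.03, and 5 of 14 on the human arrays, with DMRT1 at 4.52. Of an added list of spermatid genes, a share of 0 of 9 was higher on the rhesus arrays and 1 of 16 on the human arrays. Human probes that lose rhesus signal can act on the human arrays only, so they leave the 0 of 9 on the rhesus arrays unexplained. The median level of these genes in testis on the rhesus arrays was 2.19 against 3.33 for all values. Probe sets that read no transcript therefore stay open, and so does lost signal for the human arrays alone. A testis with few late germ cells is a hypothesis that may account for a share of early genes larger by 0.60, found on the same data and without age or histology. ZPBP runs against it, and so does ADAM18, at 6.49 on the human arrays against -1.65 on the rhesus arrays.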
